A study of Mus musculus with 4 samples. Its data were reported in "Stimulation of Adult Muscle Stem Cells with BMPs Results in Direct Activation of Notch Pathway Genes" (2026).

How the data were processed

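Cultured muscle stem cells (MuSCs) from skeletal muscle of adult female mice carrying a Pax7-driven green fluorescent reporter were enriched by sorting for that reporter. After further culture and 6 h without serum in the presence of 200 ng/mL of a soluble BMP receptor, which captures BMPs left in the medium, cells were given 100 ng/mL BMP6 or its vehicle (4 mM HCl with 0.1% BSA) for 1 h. Per the study's methods, these cells were trypsinized and frozen before RNA isolation, whereas RNA of its first RNA-seq experiment came from fresh cells. PolyA RNA was turned into unstranded libraries with an amplifying full-length cDNA protocol without molecular identifiers. There were 2 libraries from BMP6-treated cells and 2 from vehicle-treated controls. Group and replicate number came from the sample labels.

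Per the study's methods, the authors aligned paired reads with STAR to the mouse genome (GRCm39, GENCODE M32), assembled transcripts with StringTie, merged the assemblies of the libraries and quantified each library against the merged annotation. Per the file headers, StringTie 2.2.1 was run with the option that switches off its correction for reads aligned to several places. Genes that share reads with paralogs or pseudogenes were therefore counted with those reads, and genes that overlap on opposite strands could share reads because the libraries were unstranded. The authors deposited TPM per gene in a joined table, where each library sums to 1000000. The authors also deposited FPKM per gene in a second joined table. The signal in the deposited files per library is coverage, the mean depth of aligned bases over each transcript, which the authors left unscaled to library size. The authors' own comparison used DESeq2 on read numbers rebuilt from coverage, with a fold change of at least 2 or at most 0.5 and an adjusted p under 0.1. The files used here hold no counts as such, though read numbers can be rebuilt from their coverage. The main comparison was made on log-transformed TPM with the same thresholds, and rebuilt reads were used in alternatives. The authors' DESeq2 comparison was not repeated.

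The joined tables hold 55267 entries. All of them had the same TPM in the joined table and in the table of each library. In 4 entries the chromosome field was damaged, and 1525 entries had no gene name. Of the merged entries, 1155 hold more than 1 reference gene name, and 1677 reference gene names appear as the name of no entry. One of these is Numbl, whose transcripts are in the entry named Coq8b, so Numbl was not tested. Notch1 and Notch2 are in entries that also hold a small non-coding gene. The per-library transcript files list 84491 transcripts, of which 80 have no Ensembl identifier. The annotation used here for gene types, GC content and copies was GENCODE M39 on the same genome build. Of the deposited transcripts, 83483 were found in it by identifier, 53.6% of these had the same start and end, and all overlapped the reference transcript of that identifier. Coordinates are those of the authors' files.

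Read numbers were rebuilt as coverage times transcript length divided by a read length of 100 bases, the formula that the authors' conversion uses. In units of 1000000, they came to 111 and 108 for BMP6 replicates 1 and 2 and to 112 and 109 for control replicates 1 and 2. These count both ends of a read pair and aligned bases only. They are not counts of independent molecules.

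The main test was limma (lmFit and eBayes with a mean-variance trend) on log2(TPM + 1), two-sided, without a block, with Benjamini-Hochberg adjustment over the 13128 entries with a mean TPM of at least 1 over the 4 libraries. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. A gene was called when its fold change on that scale was at least 2 or at most 0.5 with an adjusted p under 0.1. Following the study's methods, entries without a gene name and names that start with Gm or Mir or end in Rik, in os with an optional number or in -ps with an optional number stayed in the fit but were left out of the calls. Of the tested entries, 2483 were left out in this way. Taken literally, the rule also removes 198 protein-coding names, Fos among them. A name that is only an Ensembl identifier was treated as no name. That reading was settled after a first fit of the real libraries had been seen. That exploratory fit was run before the steps were tested on simulated data. The reading left out no entry past both thresholds in the test without the block, and with the block it left out ENSMUSG00000121154. With 2 libraries in each group, the 4 libraries can be split into pairs in 3 ways, so no permutation test can give a share under 0.333.

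The labels give the replicate number as a batch, which a BMP6 library and a control library share, so same-numbered libraries are paired. Across the tested genes, the deviations of same-numbered libraries from their group means had a correlation of 0.563 (across genes, which are not independent replicates). The first principal component of log2(TPM + 1), with 54.3% of the variance, separated the replicate numbers, and the next, with 31.7%, separated BMP6 from control. The study's comparison of differential expression states no pairing term, so the fit without a block was kept as the main one and the replicate block was an alternative.

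Gene lists were fixed before the data were examined: BMP targets, the Notch pathway, Notch ligands, other Notch targets, myogenic genes and immediate early genes. Each was tested with camera in limma (preset correlation of 0.01 between genes), with fry and with camera at an estimated correlation beside it, adjusted over the 6 lists. Members past an adjusted p of 0.1 were counted over all genes tested and adjusted over the list alone. Also fixed at that point were lists of genes on the sex chromosomes and markers of fibroblasts, endothelial cells, immune cells, pericytes or smooth muscle, and Schwann cells. The rule for naming genes, set at the same time, was: Id1, Hes1, Hey1, Lfng, Snai1 and Myf5, which the study discusses; list members past the adjusted p; Notch ligands and receptors; the 10 called genes with the largest fold change that moved the same way in both pairs; Myod1, Myog, Mymk, Pax7, Des, Ckm, Col5a1 and Sgca; and the reference genes Actb, B2m, Gapdh, Gusb and Hsp90ab1. Other genes named below were chosen after their values were seen.

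Alternatives to the main test, also set before the data were examined, were a pseudocount of 0.1 or 5, no filter on low values, a mean TPM of at least 5, FPKM, scaling by the median ratio to the geometric mean, quantile normalization, eBayes without a trend, the replicate block, limma voom on the rebuilt reads (genes with a mean of at least 10 reads) with and without the block, other thresholds, and leaving out each library in turn. Leaving out a library leaves 1 library in a group, so only values were taken from those fits.

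The steps were tested on simulated data of 13128 genes with 200 changed genes and residual variances drawn from the distribution that limma estimated from the real libraries. Without a batch effect, the main test recovered 97.5% of the changed genes and 4.88% of its calls were false. Every simulated change was larger than those of some called genes, such as Hey1 (log2 fold change 1.35) and Snai1 (1.37). Recovery of genes with changes that small was therefore not tested. With a batch effect added, the test with the replicate block recovered 99.0% with 7.04% of its calls false, and without the block 80.5% with none of its calls false. Removing a simulated trend on gene length before the main test left 97.5% recovered. On 18989 genes, voom on simulated rebuilt reads recovered 80.0%, with 3.61% of its calls false. With 50 unchanged lists beside 1 changed list, both camera and fry found the changed list and none of the others. Genes were simulated independently and the changed list held only strongly raised genes. Lists of correlated genes and weak shifts were therefore not tested.

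To look for shared reads, GENCODE M39 transcripts of the called and named genes and of the entries that passed both thresholds but were left out by name were aligned to all GENCODE M39 transcripts with blastn (BLAST 2.17.0). A copy was an alignment of at least 90% identity over at least 100 bases to another tested gene. Of 47 named and called genes, 10 have such a copy and 4 overlap another tested entry. For GC content and length, each library's trend was removed by lowess (span 0.3) before the fit. GC content was known for 99.9% of the tested entries and all of the called genes, and length for all. Software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.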

Results

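Gene expression was measured by RNA-seq in cultured adult mouse muscle stem cells (MuSCs), the cells that regenerate skeletal muscle. Cells had been kept without serum and were then exposed for 1 h to BMP6, a secreted bone morphogenetic protein, or to vehicle. Each group held 2 biological replicates, and replicates 1 and 2 were processed as batches shared between the groups. Rebuilt read numbers ranged from 108 to 112 per library in units of 1000000, and 13002 to 13203 entries per library reached a TPM of 1. The 10 most abundant entries took 9.26% to 9.96% of all TPM, and mitochondrial genes took 3.80% to 4.29%. The median log2 fold change of all tested genes was 0.02. Correlations of log2(TPM + 1) between libraries ranged from 0.988 to 0.995 across genes.

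The labels were checked against expression. Xist, which is transcribed from the inactive X chromosome of females, was at 7.71 and 7.43 TPM in BMP6 replicates 1 and 2 and at 6.91 and 9.30 TPM in control replicates 1 and 2, in an entry that also holds other gene names. The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were listed at 0 in all 4 libraries. Pax7, the gene behind the reporter used for sorting, had a mean of 10.8 ± 1.23 TPM (SD, n = 2) after BMP6 and 9.51 ± 1.73 TPM (SD, n = 2) in controls. Myod1 had 627 ± 6.09 TPM and 575 ± 55.4 TPM (SD, n = 2 each). Differentiation genes were far more abundant in both groups. Acta1 had 11422.5 ± 345 TPM after BMP6 and 11741.8 ± 121 TPM in controls, and Myog 4701 ± 426 and 4962 ± 721 TPM (SD, n = 2 each). These libraries thus held much RNA of differentiation genes and little of Pax7. Of the reference genes Actb, B2m, Gapdh, Gusb and Hsp90ab1, none was past the adjusted p, and their log2 fold changes ranged from -0.13 (Gapdh, adjusted p = 1.00) to 0.05 (Gusb, adjusted p = 1.00). The within-pair values were -0.09 and -0.17 for Gapdh and -0.05 and 0.16 for Gusb. Under quantile normalization Gapdh turned to 0.11. Actb, Gapdh, Gusb and Hsp90ab1 are uncertain because their transcripts align to other tested genes, 39 of them in the case of Gapdh.

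The first question of the comparison was which genes change within 1 h of BMP6. In limma on log2(TPM + 1), 24 genes were called higher after BMP6 and 0 were called lower. At an unadjusted p under 0.05 with the same fold threshold, 36 genes were higher and 1 was lower. All 24 called genes are protein-coding, and all 24 were higher in both pairs of same-numbered libraries. The number moved most without a filter on low values, where 0 genes were called (38 higher at an unadjusted p under 0.05 with the fold threshold), and with voom on rebuilt reads and the replicate block, where 53 were higher and 3 lower. With the replicate block alone, 36 were higher, the 24 among them, and 1 was lower. Without regard to fold, 28 genes were higher and 1 was lower past the adjusted p. The gene that was lower, named after its value was seen, was Cited2 (chromosome 10, 17598966 to 17601422), with a mean of 166 ± 0.733 TPM after BMP6 and 282 ± 11.9 TPM in controls (SD, n = 2 each), a log2 fold change of -0.76 (SE 0.08, adjusted p = 0.0511) and within-pair values of -0.80 and -0.72.

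Among the called genes, the 10 with the largest fold change were Dlx2, Id3, Id1, Grhl1, Atoh8, Smad7, Rgs3, Klf10, Pwwp2b and Skil, with log2 fold changes from 2.63 (Dlx2) to 1.74 (Skil). Dlx2, which encodes a homeobox transcription factor, rose from 0.306 ± 0.259 TPM in controls to 7.04 ± 1.11 TPM after BMP6 (SD, n = 2 each), with SE 0.20, an adjusted p of 0.0174 and within-pair log2 fold changes of 2.69 and 2.57. Its call was lost in voom without the block and with a mean TPM of at least 5. Without a filter on low values, each of the 24 calls was lost. Id3 rose from 143 ± 22.1 to 786 ± 78.2 TPM (SD, n = 2 each), a log2 fold change of 2.46 (SE 0.13, adjusted p = 0.0104), with 2.7 and 2.2 within the pairs. Grhl1, Smad7 and Pwwp2b had at most 1.21 TPM on average in controls, and all 3 lost their calls with a pseudocount of 5, with a mean TPM of at least 5 and at an adjusted p threshold of 0.05. Grhl1 also lost its call with a pseudocount of 0.1, in eBayes without a trend and in voom without the block, and Skil lost its call in eBayes without a trend. Rgs3 (log2 fold change 1.83, SE 0.12, adjusted p = 0.0132) has a processed pseudogene, Gm5763, that matches it over 1410 bases at 99.8% identity, so reads of either could have been counted for the other. Klf10 rose from 50.6 ± 6.05 to 179 ± 19.7 TPM (SD, n = 2 each). The other 14 called genes were Arc, Ccn2, Cldn9, Dlx3, Hbegf, Hey1, Id2, Junb, Nfkbia, Sertad1, Snai1, Wnt9a, Zbtb1 and Zbtb2. Ccn2 overlaps the non-coding gene Gm15270 on the other strand, and some Zbtb1 transcripts share a repeated stretch with transcripts of 78 tested genes. Without control replicate 1, the log2 fold change of Sertad1 was 0.98, just under the threshold, whereas it was 1.15 over all libraries.

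The study discusses Id1, Hes1, Hey1, Lfng, Snai1 and Myf5 from other experiments, RNA-seq among them, and this experiment repeated the BMP6 contrast. Id1, a known direct BMP target (chromosome 2, 152578171 to 152579330), rose from 110 ± 27.2 to 548 ± 50.2 TPM (SD, n = 2 each), with a log2 fold change of 2.33 (SE 0.17, adjusted p = 0.0164) and within-pair values of 2.68 and 1.98. Its call was lost only without a filter on low values, with an adjusted p of 0.483 at the same fold change, while the replicate block gave the lowest adjusted p. Over all alternatives with a test the adjusted p of Id1 ranged from 3.95e-05 to 0.483. The spliced Id1 transcript carried 79.8% to 83.6% of the gene's TPM, and both it and the unspliced transcript were higher after BMP6. Hey1, a Notch effector (chromosome 3, 8728419 to 8732316), rose from 32.4 ± 6.04 to 83.3 ± 2.83 TPM (SD, n = 2 each), with a log2 fold change of 1.35 (SE 0.14, adjusted p = 0.0523) and 1.2 and 1.5 within the pairs. Snai1 (chromosome 2, 167380115 to 167384734) rose from 45.0 ± 1.75 to 119 ± 22.3 TPM (SD, n = 2 each), with a log2 fold change of 1.37 (SE 0.14, adjusted p = 0.0511) and 1.6 and 1.1 within the pairs. The calls of Hey1 and Snai1 were lost without the filter, in eBayes without a trend, in voom without the block and at an adjusted p threshold of 0.05.

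Hes1, the other Notch effector (chromosome 16, 29884158 to 29886614), had 132 ± 31.2 TPM after BMP6 and 100 ± 2.72 TPM in controls (SD, n = 2 each). Its log2 fold change was 0.37 (SE 0.16, adjusted p = 1.00), with a 95% interval from -0.03 to 0.77, and it was not called. Pairing narrowed the interval to 0.15 to 0.59 (SE 0.10, adjusted p = 0.155 with the replicate block). That interval lies wholly on the side of an increase, but Hes1 was not called there either. BMP6 replicate 1 had 154 TPM and BMP6 replicate 2 had 109 TPM, so the value depended on which was used: the log2 fold change was 0.13 without BMP6 replicate 1 and 0.61 without BMP6 replicate 2. Within the pairs it was 0.59 for replicate 1 and 0.16 for replicate 2. Lfng, which encodes a glycosyltransferase that modifies Notch receptors (chromosome 5, 140593075 to 140601300), had 0.861 ± 0.152 TPM after BMP6 and 0.180 ± 0.168 TPM in controls (SD, n = 2 each). It was higher in both pairs, but its mean was below 1 TPM and it was not tested in the main comparison. Myf5, a myogenic regulator (chromosome 10, 107318769 to 107321995), had 137 ± 36.1 TPM after BMP6 and 146 ± 35.4 TPM in controls (SD, n = 2 each), with a log2 fold change of -0.10 (SE 0.23, adjusted p = 1.00) and -0.08 and -0.12 within the pairs. Leaving out control replicate 1 or 2 or BMP6 replicate 1 or 2 moved it between -0.37 and 0.17. This difference was smaller than the spread between replicates. Hes1, Hey1, Lfng, Snai1 and Myf5 each had 1 annotated transcript in the files.

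**Figure D1:**
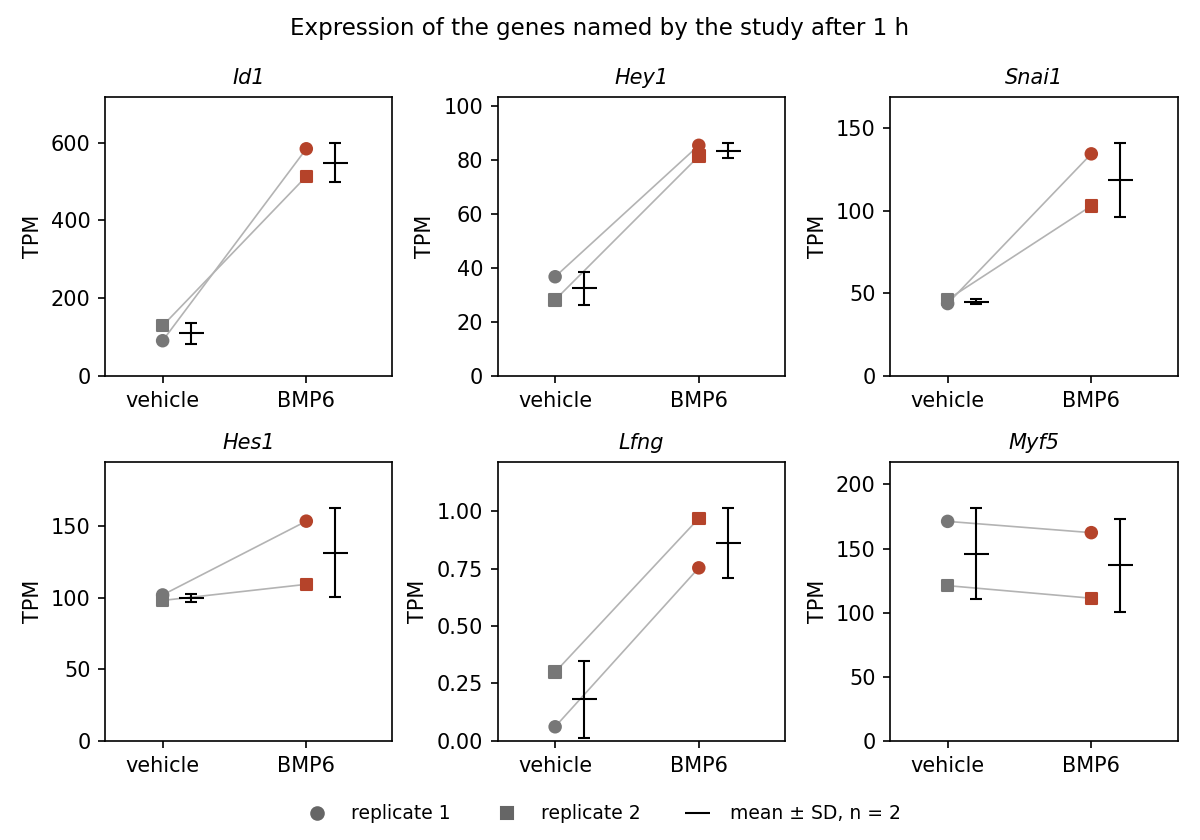
Deposited TPM (vertical axes, linear, from 0) of Id1, Hey1, Snai1, Hes1, Lfng and Myf5 in vehicle (grey) and BMP6 (red) libraries, with circles for replicate 1, squares for replicate 2, thin lines joining libraries of a batch, and black bars for the mean ± SD (n = 2). Id1 ranges from 90.5 to 129 TPM in vehicle and from 513 to 584 TPM after BMP6, while Myf5 differs more between the batches than between the treatments.

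Gene lists were then compared as sets. Of the BMP target list, 12 of 14 members were tested, 11 were higher and 1 was lower, with a median log2 fold change of 1.66 (camera, adjusted p = 1.49e-30). There were 6 members past the adjusted p over all genes tested (Id1, Id2, Id3, Smad7, Atoh8 and Skil) and 10 adjusted over the list alone. Under the replicate block the number over all genes tested was 10. Smad6, named after its value was seen, had a log2 fold change of 2.23 (SE 0.37, adjusted p = 0.270; 1.66 and 2.80 within the pairs), at 7.39 ± 4.60 TPM after BMP6 against 0.647 ± 0.0369 TPM in controls (SD, n = 2 each). The adjusted p of the list depended most on the form of the test. In place of camera with the preset correlation, fry gave an adjusted p of 0.0179 and camera with an estimated correlation 0.103. With the estimate, camera also uses the few residual degrees of freedom of 4 libraries, so this rise does not measure correlation alone.

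The study asks whether BMPs act on the Notch pathway. Of the Notch pathway list, 27 of 39 members were tested, 20 were higher and 7 were lower, with a median log2 fold change of 0.12 (camera, adjusted p = 0.00133). Members past the adjusted p numbered 2 over all genes tested, Hey1 and Snai1, and the same number adjusted over the list alone. Under the replicate block it was 3, the added gene being Hes6 (log2 fold change 0.45, adjusted p = 0.000565 with the block and 1.00 without), and adjusted over the list alone it was 6. Of the receptors, Notch1 had a log2 fold change of 0.27, Notch2 of 0.13 and Notch3 of -0.12, each with an adjusted p of 1.00, and Notch4 was below the filter with at most 0.225 TPM in any library. Of the 5 Notch ligands, 3 were tested: Dll1 with a log2 fold change of 0.07 (SE 0.11), Jag1 of 0.33 (SE 0.16) and Jag2 of 0.28 (SE 0.17), each with an adjusted p of 1.00. Dll3 reached at most 0.0477 TPM and Dll4 at most 0.0214 TPM in any library. The Notch3 entry overlaps Gm17276 on the other strand, and a Dll1 transcript aligns to Fam120b, so these values are uncertain. As a list the tested ligands had a median log2 fold change of 0.28 (camera, adjusted p = 0.0377) with 0 members past the adjusted p, over all genes or adjusted over the list alone, and 0 of the 3 had an unadjusted p under 0.05. Pairing changed this: under the replicate block 2 of the 3 passed when adjusted over the list alone, and 0 over all genes tested. The list of other Notch targets was drawn up here and was not matched gene by gene to the study's own set. Of these 13 other Notch targets, 10 were tested, 3 were higher and 7 were lower. Their median log2 fold change was -0.09 (camera, adjusted p = 0.552), with 0 members past the adjusted p in either way of counting. At an unadjusted p under 0.05 there was 1 such target, and under the replicate block 2 passed when adjusted over the list alone. The median of these targets turned to 0.06 without BMP6 replicate 2. Col5a1 (log2 fold change -0.07, SE 0.13) and Sgca (-0.12, SE 0.11) both had an adjusted p of 1.00.

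The myogenic list asks whether the differentiation program had moved by 1 h. All 26 members were tested, 9 were higher and 17 were lower, with a median log2 fold change of -0.05 (camera, adjusted p = 0.0377) and 0 members past the adjusted p, over all genes or adjusted over the list alone. The number at an unadjusted p under 0.05 was 2. Myog was at 4701 ± 426 TPM after BMP6 and 4962 ± 721 TPM in controls (SD, n = 2 each), with a log2 fold change of -0.07 (SE 0.12), which turned to 0.05 under quantile normalization. The log2 fold change was 0.13 (SE 0.09) for Myod1, -0.09 (SE 0.08) for Mymk, 0.17 (SE 0.17) for Pax7, -0.24 (SE 0.12) for Des and -0.06 (SE 0.09) for Ckm, each with an adjusted p of 1.00. Ckm is uncertain, since its transcripts share a stretch with 42 tested genes. With the replicate block, Des (adjusted p = 0.0312) and Actc1 (log2 fold change -0.20, adjusted p = 0.0320) passed the adjusted p, both well short of the fold threshold, and 3 members passed when adjusted over the list alone.

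Immediate early genes, which react to handling and fresh medium within the same hour, served as a check. The cells were also trypsinized and frozen before RNA isolation, and the effect of that step was not tested. Of 16 members, 14 were tested, 10 were higher and 4 were lower, with a median log2 fold change of 0.10 (camera, adjusted p = 0.0132). Members past the adjusted p numbered 3 over all genes tested, Junb (log2 fold change 1.39, SE 0.09, adjusted p = 0.0132), Dusp1 (0.90, SE 0.10, adjusted p = 0.0590) and Ier3 (0.99, SE 0.12, adjusted p = 0.0721), and 5 adjusted over the list alone. The members added there were both lower, Myc (log2 fold change -0.45) and Zfp36 (-0.51, SE 0.17, adjusted p = 1.00 over all genes), the latter named after its value was seen. The Dusp1 entry overlaps Ergic1 and Gm8225 on the other strand. With the replicate block the number over all genes tested was 4, Myc being the added one, with a log2 fold change of -0.45 (adjusted p = 0.0303 with the block and 0.637 without), and adjusted over the list alone it was 8. Under fry, the BMP target, Notch pathway, myogenic and immediate early lists stayed under an adjusted p of 0.1 and the Notch ligand list did not (0.233). With the correlation estimated, no list was under 0.1, the lowest adjusted p being the 0.103 of the BMP targets. The estimates for the Notch pathway (-0.033) and myogenic (-0.029) lists were below the preset 0.01, so correlation does not explain their loss. In the test with the replicate block, the immediate early list was no longer under 0.1 in fry (0.155).

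**Figure D2:**
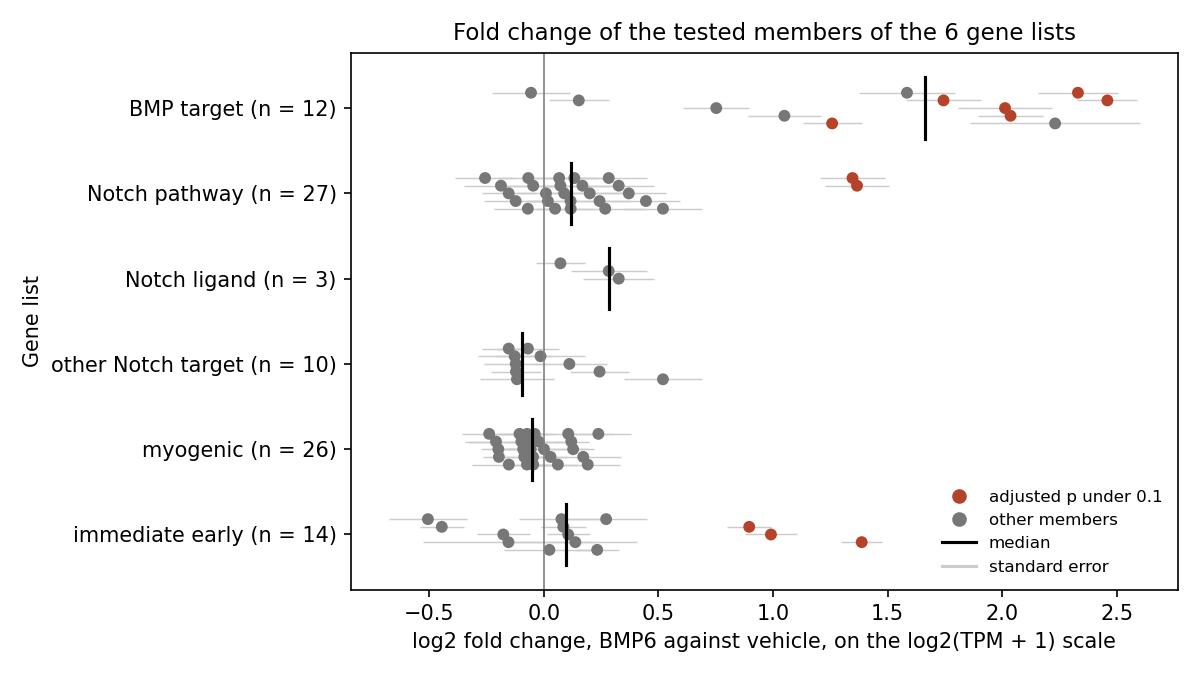
Log2 fold change (horizontal axis, BMP6 against vehicle, log2(TPM + 1) scale) of the tested members of the 6 gene lists (vertical axis), each point a gene with its standard error, red where the adjusted p is under 0.1, and a black line at the median of the list. The median is 1.66 for the BMP targets and lies between -0.09 and 0.28 for the others, where 2 Notch pathway and 3 immediate early genes stand apart in red.

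Markers of other cells were low, or were not past the adjusted p where tested. The highest value in any library was 0.143 TPM for endothelial markers (Emcn), 1.68 TPM for immune markers (Cd68) and 4.93 TPM for pericyte or smooth muscle markers (Pdgfrb). Median log2 fold changes of these lists were 0.00, -0.00 and 0.01, and that of the Schwann cell list was 0. Among fibroblast markers, Col1a2 reached 240 TPM, while Dcn stayed at or below 1.92 TPM and Pdgfra at or below 0.164 TPM, and the median log2 fold change of the list was -0.03. Of the 6 fibroblast markers, 4 had a mean TPM of at least 1 in these cells. Among these, Col1a1 had a log2 fold change of -0.24 (-0.12 and -0.36 within the pairs). Col3a1 had -0.11 (-0.04 and -0.18 within the pairs). Both were thus lower in each pair, while Col1a2 and Dcn were higher in the first pair and lower in the other.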

Values the study reported

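In its first RNA-seq experiment, which is not analysed here, the study counted 89 genes as differentially expressed after 1 h of BMP6 and/or BMP4. It required a fold change of at least 2.0 or at most 0.5 and a false discovery rate under 0.1. Of those 89 genes, 8 belonged to the Notch pathway. The study described the induction of Hes1 by short BMP treatment as 4 to 5-fold, without naming the experiment. Its RNA-seq experiment with inhibitors, also not analysed here, looked at known Notch target genes other than Hes1 and Hey1. It found responses of Col5a1 and Sgca that stayed below a factor of 1.5, and none in 11 further genes.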

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

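Of the tests in this part, those of the fold alone under voom and of a copy of Gm42977 at a lower minimum length were chosen only after the result was seen, and the tests for copies were set before but separated by entry afterwards.

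Entries whose names kept them out of the calls still gave a signal above the controls. Without the replicate block, 3 of these passed both thresholds, all higher after BMP6. Gm42977 (chromosome 5, 56571552 to 56647574) was at 32.7 and 38.8 TPM in BMP6 replicates 1 and 2 and was listed at 0 in both controls. Gm7450 (chromosome 17, 15796261 to 15797413) was at 3.90 and 4.34 TPM against 0.146 and 0.0447 TPM. Gm5763 (chromosome X, 141414479 to 141417011) was at 5.98 and 5.20 TPM against 1.83 and 1.97 TPM.

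With the replicate block, entries left out by name moved both ways. Gm20721 was lower, at 23.3 and 2.13 TPM in BMP6 replicates 1 and 2 against 414 and 36.0 TPM in controls, with a log2 fold change of -3.83 (adjusted p = 1.59e-06 with the block and 1.00 without). Its within-pair log2 fold changes were -4.09 and -3.57. Gm50169 was higher, at 13.9 and 15.0 TPM against 4.24 TPM in control replicate 1 and a listed 0 in control replicate 2 (adjusted p = 0.0218 with the block and 0.958 without). ENSMUSG00000121154 was also higher (log2 fold change 1.5, adjusted p = 0.00200 with the block and 0.316 without). All 3 lie near or across other genes in these unstranded libraries. ENSMUSG00000121154 (chromosome 4, 135869015 to 135869528) is within 5 kb of Id3 (135870808 to 135872703), which was called higher. Gm50169 (chromosome 18, 67336406 to 67340960) overlaps Chmp1b (67338437 to 67340960) on the other strand, which moved the other way, with a log2 fold change of -0.74 (adjusted p = 0.00254 with the block and 0.294 without). Gm20721 (chromosome 2, 174172112 to 174188505) lies inside Gnas (174126113 to 174188537) on the other strand, which had a log2 fold change of 0.06. Whether reads of these neighbours were counted for the entries was not tested, so their values are uncertain. These genes were named after their values were seen.

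For Gm5763, shared reads are a candidate explanation. Its transcript matches that of Rgs3, which was called higher, at 99.8% identity over 1410 bases, and the authors' setting left reads with several alignments uncorrected. Its adjusted p was 0.0931, and it was no longer past both thresholds with FPKM (0.100), quantile normalization (0.113), eBayes without a trend (0.106), voom (0.205), no filter on low values (0.710) or a pseudocount of 5 (log2 fold change 0.62). The adjusted p of Gm5763 ranged from 0.00183 to 0.710 over the alternatives.

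For Gm7450 and Gm42977 the number of called genes with an alignment of any length was 0 for each, which argues against reads from a called copy. Gm7450 was no longer past both thresholds in voom (adjusted p = 0.105), without a filter (0.391) or with a pseudocount of 5 (log2 fold change 0.84), and its adjusted p ranged from 9.43e-05 to 0.391. It resembles Odc1 and its pseudogenes. Its best copy by sequence, Gm7993, had a log2 fold change of 0.17, and Odc1 itself was at 105 and 92.6 TPM on average after BMP6 and in controls, which argues against a fixed share of reads from such a copy. For Gm42977, the number of tested copies at the minimum of 100 bases was 0, which leaves that test undecided, since its transcript has only 144 bases. At a minimum of 90 bases it matches Snrpc at 100% identity over 96 bases. Snrpc had a log2 fold change of -0.017, with 219 TPM after BMP6 and 222 TPM in controls, which argues against a fixed share. An unequal assignment of whole groups of reads between libraries was not tested and could leave a copy that abundant almost unmoved.

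Other explanations were tested for the 3 entries together. None lies close to a called gene: the number within 5 kb was 0. The number of entries whose reads, summed over overlapping entries, differed by less than 2-fold was 0, because no other entry overlaps them. The test for depth or composition set before the data were examined asked whether the entries stay past both thresholds in voom on rebuilt reads with median-ratio scaling. This held for 1 of the 3, Gm42977 (adjusted p = 0.0413), while Gm7450 (0.105) and Gm5763 (0.205) lost the adjusted p. In voom with the replicate block, all 3 were past both thresholds (adjusted p = 0.00663 for Gm42977, 0.0204 for Gm7450 and 0.0263 for Gm5763). The outcome thus depends on pairing, and the test without the block decides nothing for the set. The lowest log2 fold change of the 3 in voom without the block was 1.53, which argues against depth or composition as the whole cause of the fold. A response of these entries to BMP6 stays open and was not tested separately.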

How the results depend on the processing

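No test in this part was chosen after the result was seen. The cause of each change was not tested unless one is given.

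The number of genes called higher was 24. It was 15 with a pseudocount of 5, which shrinks the fold of genes with low TPM. With a mean TPM of at least 5 it was also 15. That filter removes genes with low TPM, but Sertad1 and Zbtb1 lost their calls there while staying above it. The number was 12 in eBayes without a trend, 14 in voom on rebuilt reads and 11 at an adjusted p under 0.05. It was 0 without a filter on low values (38 at an unadjusted p under 0.05), where 28856 genes were tested. The number was 36 with the replicate block and 53 in voom with the replicate block. All 24 genes were kept with the block and in voom with the block, and 14 of them in voom without it. Leaving out each library in turn left 23 to 24 with a fold of at least 2. Genes called lower numbered 0, and 1 with the replicate block (Serpinb1c), 1 in voom (Pilra, listed at 0 after BMP6), 3 in voom with the replicate block, 1 by adjusted p alone and 1 at a fold of 1.5 (Cited2 in the last pair of settings). At an unadjusted p under 0.05 with the fold threshold there was 1 lower gene in the main test.

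Without the filter, the log2 fold change of Id1 was 2.33 (adjusted p = 0.483, range over alternatives 3.95e-05 to 0.483). Hey1 had 1.35 without the filter (0.648), 1.35 without a trend (0.154) and 1.35 in voom (0.111), with a range from 0.000102 to 0.648. Snai1 had 1.37 without the filter (0.648), 1.37 without a trend (0.154) and 1.36 in voom (0.122), with a range from 0.000253 to 0.648. Lfng moved to 1.91 with a pseudocount of 0.1, 0.18 with a pseudocount of 5 and 0.40 with FPKM, as its low TPM makes it depend on the pseudocount. A mean TPM of at least 5, quantile normalization, eBayes without a trend and the replicate block gave no value for Lfng, which is below the filter there. In voom it was 2.52. Where it was tested, its adjusted p ranged from 0.205 to 0.999.

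Across the fits that each left out 1 library, the log2 fold change ranged from 2.08 to 2.58 for Id1, 0.13 to 0.61 for Hes1, 1.16 to 1.53 for Hey1, 1.18 to 1.56 for Snai1, 0.52 to 0.81 for Lfng and -0.37 to 0.17 for Myf5. List medians ranged from 1.48 to 1.85 for BMP targets, 0.05 to 0.15 for the Notch pathway, 0.16 to 0.40 for Notch ligands, -0.18 to 0.06 for other Notch targets, -0.04 to -0.02 for myogenic genes and 0.08 to 0.19 for immediate early genes.

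With an estimated correlation, camera no longer placed a list under 0.1: BMP targets (median 1.66, adjusted p = 0.103, range 1.19e-31 to 0.103), the Notch pathway (0.12, 0.176, range 0.000893 to 0.176), Notch ligands (0.28, 0.362, range 0.0266 to 0.362), myogenic genes (-0.052, 0.276, range 0.0142 to 0.350) and immediate early genes (0.10, 0.322, range 0.00957 to 0.322). These losses do not measure correlation between genes alone, since camera then also uses the few residual degrees of freedom. Notch ligands also lost the threshold without the filter (0.072, 0.111) and in fry (0.28, 0.233). Myogenic genes lost it without the filter (-0.052, 0.134) and under quantile normalization (-0.047, 0.350).

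Pairing by the replicate block left the log2 fold changes as they were. It raised the genes past the adjusted p at any fold from 28 to 141 higher and from 1 to 34 lower. The genes it added to those called higher included Cldn4, Gata2, Gse1, Id4, Kcnf1, Msx1, Ngfr, Pgf, Prr9, Sh3bp4 and Smad6. Beside the added genes, the list members given in the report and the entries left out by name, it changed no other call of the study's genes or of the lists in camera. With the block the adjusted p was 3.95e-05 for Id1 (2.33), 0.000102 for Hey1 (1.35), 0.000253 for Snai1 (1.37), 0.155 for Hes1 (0.37) and 0.529 for Myf5 (-0.10), and the list medians were 1.66, 0.12, 0.28, -0.09, -0.05 and 0.10 in the order above. Over all alternatives, 76 values of the study's genes and 63 of the lists stayed on their side of the threshold or, without a test, moved by less than the spread between replicates. Among these, Myf5 changed sign without BMP6 replicate 2 (0.17) and without control replicate 1 (0.15), as did other Notch targets without BMP6 replicate 2 (0.06). With 2 libraries per group, the spread of each gene rests largely on what limma borrows from other genes.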

Other observations

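The tests for the share of the Hes1 transcript, for other cells, for handling and for the batches behind Myf5 were chosen only after the result was seen, and the other tests in this part were set before.

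Hes1 had a fold change of 1.29 on the log2(TPM + 1) scale. That is lower than the value quoted from the study above, which the study does not tie to this experiment. The study also reports Hes1 induction in its first RNA-seq experiment and in its RNA-seq with inhibitors. Its live imaging of a reporter showed a rise of HES1 protein after BMP6. The main Hes1 transcript had a TPM ratio of 1.31 between BMP6 and control. Since the entry holds no other transcript, this is the ratio of the gene itself and decides nothing about unresponsive transcripts. That the transcript carried 100% of the entry's TPM follows from the same annotation and decides nothing either. Hes1 transcripts missing from the authors' annotation stay open. Over 4 other scalings the highest log2 fold change was 0.35, which argues against scaling or composition. With the replicate block the 95% interval of the log2 fold change ran from 0.15 to 0.59, wholly on the side of an increase, unlike the interval without the block. Differences between the experiments were not tested. Among these, RNA came from trypsinized, frozen cells here and from fresh cells in the study's first RNA-seq experiment.

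The number of called genes was 24. That is lower than the number quoted from the study above, which comes from an experiment not analysed here. Of the called genes, 2 are in the Notch pathway list, Hey1 and Snai1. That is also lower than the number quoted above. The study took its Notch genes from another, public gene list and counted genes that changed with either BMP, so these counts are not directly comparable.

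The 4 libraries can be split into pairs in 3 ways, and 2 of the 3 splits gave at least as many genes past both thresholds. BMP6 against control gave 24, all one way. Replicate 1 against replicate 2, the split that follows the batch, gave 43, with 8 one way and 35 the other. The crossed split, which parts both pairs as the real one does, gave 0. With so few splits the share cannot settle whether grouping by accident gives as many. With the batch as a block, BMP6 against control gave 36 higher.

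After each library's trend on length was removed, 23 of the 24 called genes stayed called, and after that on GC content 21 did. With the replicate block, 36 of 36 did in both cases. This argues against either trend as the whole cause. Called genes had a median GC content of 55.9% against 49.8% of all tested genes. The highest TPM of any endothelial, immune, pericyte or Schwann cell marker was 4.93, far below the rise of abundant called genes such as Id3, though not below that of called genes with low TPM. Fibroblast markers had a median log2 fold change of -0.031 with members moving both ways, and their level in both groups could hide a small difference in admixture, which stays open.

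Of the 14 tested immediate early genes, 4 were lower after BMP6, Myc and Zfp36 among them. The median log2 fold change of this list was 0.10. It was 1.66 for the BMP targets, of which 11 of 12 tested members were higher. This argues against a general response of immediate early genes to handling as the cause of the rise of the BMP targets. Past the adjusted p were 3 immediate early genes, Junb, Dusp1 and Ier3, all higher. For these, handling that went with the treatment in both batches would coincide with BMP6 and cannot be told apart from it. Handling that spares most immediate early genes also stays open. For Myf5, the lower 95% limit of the log2 fold change with the replicate block was -0.23, which argues against a 2-fold decrease hidden by the batches at 1 h.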
